A study of Danio rerio with 2 samples.

How the data were processed

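Hearts of *hos* mutants and of siblings were dissected at 96 h post fertilization, frozen and sent to a commercial service for ATAC-seq, per the labels. Groups were taken from the genotype labels, with 1 library each. The labels name cardiomyocytes as the cell type and the heart as the tissue, and the whole heart also holds endocardial, epicardial and other cells. Per the submitters' processing notes, MACS2 2.1.0 and the danRer11 build were used. The aligner, the handling of duplicate reads, any shift of reads for the transposase and the scaling between libraries are not given in the sources used here.

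The authors merged the intervals of both libraries into common regions and deposited, for each region and library, an average signal, a peak signal and a mark for a called interval. The average signal is a mean pileup over bins of 32 bp: multiplied by the number of bins it was a whole number within 0.0006 per bin for 99.99% of regions in the sibling and 99.98% in the mutant, so the values were either unscaled or brought to a common depth by sampling. Without the scaling being stated, an offset shared by all regions cannot be assigned to the tissue or to depth. The deposited log2 ratio was checked to equal the log2 of the mutant over the sibling average. A shrunken log2 fold change by a method not given in the sources used here ran from -0.48 to 0.78 in the authors' deposited table. A gene table of the authors gave, for 23107 genes, the mean of the peak signals of the regions assigned to each gene, which was recomputed within 0.01 for each of the 21975 genes compared. There, 16 gene names had turned into calendar dates and were not used by name. Coordinates are printed as in the files. No column of values of a library was left unused.

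From these values log2((mutant signal + 1)/(sibling signal + 1)) was computed for each region, with no further scaling. Distributions were described for regions whose larger average signal was at or above its median over all regions, and 2-fold was the limit for counts. A promoter region was within 1000 bp of a gene start, and a gene's promoter value came from the nearest such region. The median of each of 22 gene lists was ranked among 10000 random lists of the same size, drawn from genes with a promoter region in 20 bins of mean signal. A list at or above percentile 97.5 or at or below percentile 2.5 was said to stand apart, and with 22 lists some do so by chance. The percentile describes these libraries and is no test of genotype. In the lists 6 names were matched through the other symbols in the file. Tags were estimated from signal and region length with the divisor that the deposited tag column uses, and counting intervals of a fold are exact binomial 95% intervals on these tags. Tags are not independent molecules where reads are duplicated, so the intervals cover counting error only. Counting error over all regions was simulated 100 times by splitting each region's tags at random at the common ratio.

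Named genes were *smarce1* and 6 Jak/Stat3 genes; the 10 highest and 10 lowest promoter regions with a larger signal at or above the 75th percentile (60.4) next to a gene whose symbol is not a placeholder; members at either end of the lists for which members are given; and the 3 highest and 3 lowest regions with that signal over 1000 bp from a gene start. Members named beyond the 2 at either end of a list were chosen after their values were seen. The lists, this rule, the limits and most alternatives were fixed before the data were examined.

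The steps were tested on simulated data. In a simulation of 41473 regions, sets of 50 were given a 3-fold or 6-fold difference in either direction, and 100% passed the 2-fold limit. The changed regions were promoters with strong signal. Of unchanged regions above the floor, 0.0834% passed. The simulation held counting error only, with an unchanged median log2 ratio of 0. In the data the standard deviation of the log2 ratio was 0.57, against 0.29 from counting error, so these rates are not error rates for the 2 libraries. Of simulated lists of 15 promoters, 100% of those shifted 1.5-fold up and 6.5% of unchanged lists stood apart, against 5% by construction. Alternatives covered scaling (median or lowess centring), pseudocounts of 0.1 and 5, peak signal, the floor, the fold limit, the calls, the promoter distance, the choice of promoter region and the authors' gene table. Consensus motifs were not searched and lists were not matched on GC content, because no genome of the same build was used here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 (lowess, span 0.2) and matplotlib 3.10.9 were used.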

Results

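Open chromatin was profiled by ATAC-seq, in which a transposase cuts accessible DNA and the tagged fragments are sequenced, in dissected hearts of zebrafish embryos at 96 h post fertilization. One library came from heart of stone (*hos*) mutants and 1 from their siblings, which are labelled wild type, with 60 hearts named in the protocol and the *myl7*:GFP transgene, a cardiomyocyte reporter, in the line. The series title links Smarce1, a subunit of the SWI/SNF chromatin remodeling complex, to cardiomyocyte proliferation through Jak/Stat3 signaling, so the question was where accessibility differed between mutant and sibling hearts, above all at genes of that pathway, of the cell cycle and of heart muscle. With 1 library per genotype there was no replicate check and no p-value. Every difference described here is a difference between these 2 libraries, and intervals on a fold cover counting error only. Intervals on a share or a median treat regions as independent and do not cover variation between libraries.

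The merged set held 41473 regions with a median length of 359 bp, and they covered 16547 kb on chromosomes 1 to 25 of the danRer11 build. The sibling library had an interval in 34226 regions and the *hos* library in 33646. Both had one in 26399 regions (63.7%, Wilson 95% interval 63.2 to 64.1), the sibling alone in 7827 (18.9%) and the mutant alone in 7247 (17.5%). Regions held by 1 library were weak and were not empty in the other: sibling-only regions had a median signal of 29.9 in the sibling and 18.7 in the mutant, and mutant-only regions 20.3 in the sibling and 30.9 in the mutant. Among the 20737 regions at or above the signal floor of 39.3, 90.6% held an interval in both libraries. The regions took an estimated 4091429 tags in the sibling and 4748194 in the mutant, and the mean signal over them was 47.0 and 52.7.

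Promoter regions, within 1000 bp of an annotated gene start, made up 38.5% (38.0 to 39.0) of the sibling intervals and 41.1% (40.6 to 41.6) of the mutant intervals. Regions inside genes made up 39.7% (39.2 to 40.2) and 36.8% (36.3 to 37.4), and the remainder 21.8% (21.4 to 22.2) and 22.1% (21.6 to 22.5). The promoter share was 53.9% and 54.1% among intervals above the floor, so the difference in share lay in the weaker intervals.

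Signal was higher in the mutant library at most regions above the floor. Their median log2 ratio of mutant over sibling was 0.25, a fold of 1.19, with quartiles of 0.01 and 0.46. In this set 423 regions were at least 2-fold higher in the mutant library and 234 at least 2-fold lower, on the scale of signal plus 1. Random splits of the same tags at the common ratio gave a mean of 62.9 higher and 0.99 lower regions. More regions thus passed the limit than counting error in independent tags gives. Over all regions the standard deviation of the log2 ratio was 0.57, against a mean of 0.29 in the splits. Without replicates, ordinary variation between libraries cannot be told apart from a difference of genotype. The direction of the balance depended on scaling. With the median ratio of all regions, 0.15, set to 0, the counts were 200 higher and 382 lower. After lowess centring on mean signal they were 265 and 331, and on the larger signal 189 and 401. The balance also turned without rescaling: the counts were 1378 higher and 2005 lower with no floor, and 2 and 9 at a 4-fold limit. Over 10 equal groups by signal the median ratio ran from -0.09 in the weakest to 0.31 in the strongest. Log2 ratios below are on the scale of signal plus 1 and folds are of the deposited signals, with no centring unless stated. They are best read against these medians. The authors' shrunken log2 fold change, by a method not given, is far smaller. Over all regions it was at or above 0.3 in 50 and at or below -0.3 in 3.

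**Figure D1:**
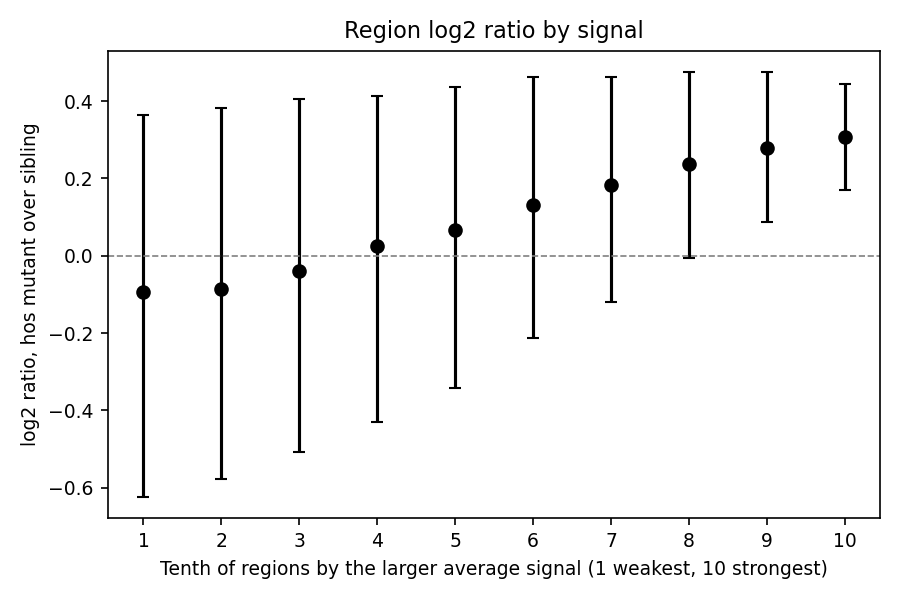
Median log2 ratio of *hos* mutant over sibling (points) with the lower and upper quartile (bars) in 10 equal groups of the 41473 merged regions, ordered by the larger of the 2 average signals. The median went from -0.09 in the weakest group to 0.31 in the strongest, and the quartiles drew closer together.

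Promoters had a higher median ratio than regions inside genes. Above the floor the median was 0.28 (95% order-statistic interval 0.27 to 0.28) over 10960 promoter regions, 0.16 (0.14 to 0.17) over 5974 regions inside genes and 0.25 (0.24 to 0.27) over 3803 other regions. At promoters 155 regions were at least 2-fold higher and 20 at least 2-fold lower, against 139 and 156 inside genes and 129 and 58 elsewhere. After lowess centring on mean signal the median inside genes was -0.04. Chromosome medians lay between 0.21 on chromosome 22 and 0.28 on chromosome 14. With no floor, regions at least 2-fold higher and lower numbered 318 and 126 at promoters, 614 and 1302 inside genes and 446 and 577 elsewhere. Outside promoters the balance was then toward lower.

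The *smarce1* promoter was open in both libraries. The region at the start of *smarce1* (gene 322248, chromosome 3, 34985675 to 34986131) had a signal of 87.3 in the sibling and 106 in the mutant, a fold of 1.22 (0.995 to 1.49) and a log2 ratio of 0.28, close to the promoter median. It was 0.02 after lowess centring on mean signal, and a second region downstream of the gene had 0.01. This value does not check the genotype, since a mutation inside the gene need not alter accessibility at its start.

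By the region nearest the start, the promoters of the Jak/Stat3 genes named in advance lay near or below the promoter median, apart from *socs3a*. At *stat3* (gene 30767, chromosome 3, 17030271 to 17030833), the transcription factor of the series title, signal was 288 in the sibling and 342 in the mutant, a fold of 1.18 (1.07 to 1.31), and the log2 ratio of 0.24 became -0.06 after lowess centring on mean signal. A weaker region inside *stat3* had -0.67, with 32.3 in the sibling and 19.9 in the mutant. The log2 ratio was 0.04 at *jak1* and 0.08 at *jak2a*, which encode Janus kinases, and 0.10 at *il6st*, which encodes the shared receptor subunit of the interleukin-6 family. All 3 were below 0 under either centring. The *jak1* locus was not uniform: that value is from the region at the start, and the 4 regions upstream had 0.84, 0.65, 0.53 and 0.01 with growing distance. The first of these *jak1* regions, at -873 bp, also lies within the promoter limit of 1000 bp. It had a fold of 1.81 (1.37 to 2.39). The other 2 *jak2a* regions had 0.19 and 0.22. At *socs3a*, a feedback inhibitor of the pathway, signal was 132 in the sibling and 199 in the mutant, a fold of 1.51 (1.32 to 1.75), and the log2 ratio of 0.59 was 0.31 after lowess centring on mean signal. The other 2 *socs3a* regions had 0.74 and 0.68. Its paralog *socs3b* had 0.21 at its start, and -0.02 after that centring, and 0.55 in a region downstream. The Jak/Stat list as a whole had a median of 0.29 over 43 measured promoters, at percentile 75.6 of random lists of the same size matched on signal. None of the 43 reached a 2-fold difference, and the list ran from *clcf1* at -0.66 and *stat5b* at -0.42 to *socs3a* at 0.59 and *ptpn11a* at 0.70.

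Cell cycle promoters did not stand apart from matched promoters either. The list of cell cycle and replication genes had a median of 0.22 over 52 promoters, at percentile 10.6, and none reached a 2-fold difference. Its lowest members were *prim1*, a primase subunit, and *mcm2*, a helicase subunit, both at -0.37, and its highest were the cyclin genes *ccnb3* at 0.65 and *ccne2* at 0.70. Cell cycle inhibitors had a median of 0.28 over 24 promoters (percentile 63.7), from *gas1b* at -0.51 to *meis1a* at 0.87.

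Sarcomere promoters were higher in the mutant library as a group. The sarcomere and contraction list had a median of 0.72 over 15 measured promoters, above all 10000 matched lists, whose middle 95% ran from -0.10 to 0.48. Of the 15, 14 had a ratio above 0 and 3 were at least 2-fold higher: *vmhcl*, a ventricular myosin heavy chain gene, at 1.39, *tnnt2a* (cardiac troponin T) at 1.32 and *tpm4a*, a tropomyosin gene, with 25.6 in the sibling and 56.1 in the mutant. At *tnnt2a* (gene 58071, chromosome 23, 5684944 to 5685441) signal was 20 in the sibling and 51.4 in the mutant, a fold of 2.57 (1.81 to 3.76). The exception was *lmod3* at -0.55. The *myl7* promoter, which the transgene also carries, had a far stronger signal than the others, 143 in the sibling and 181 in the mutant, and without it the median was 0.73. Only 15 of the 45 sarcomere genes in the files had a promoter region. Over all regions assigned to the 45 genes the median was 0.24, at percentile 87.1, where the list did not stand apart from matched lists. Next to the *myl7* promoter region, at 0.34, the 3 further upstream regions had -0.21, -0.08 and -0.25 and 1 downstream region 0.30. Endocardial promoters stood at a median of 0.34 and epicardial promoters at -0.10 in the same libraries.

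**Figure D2:**
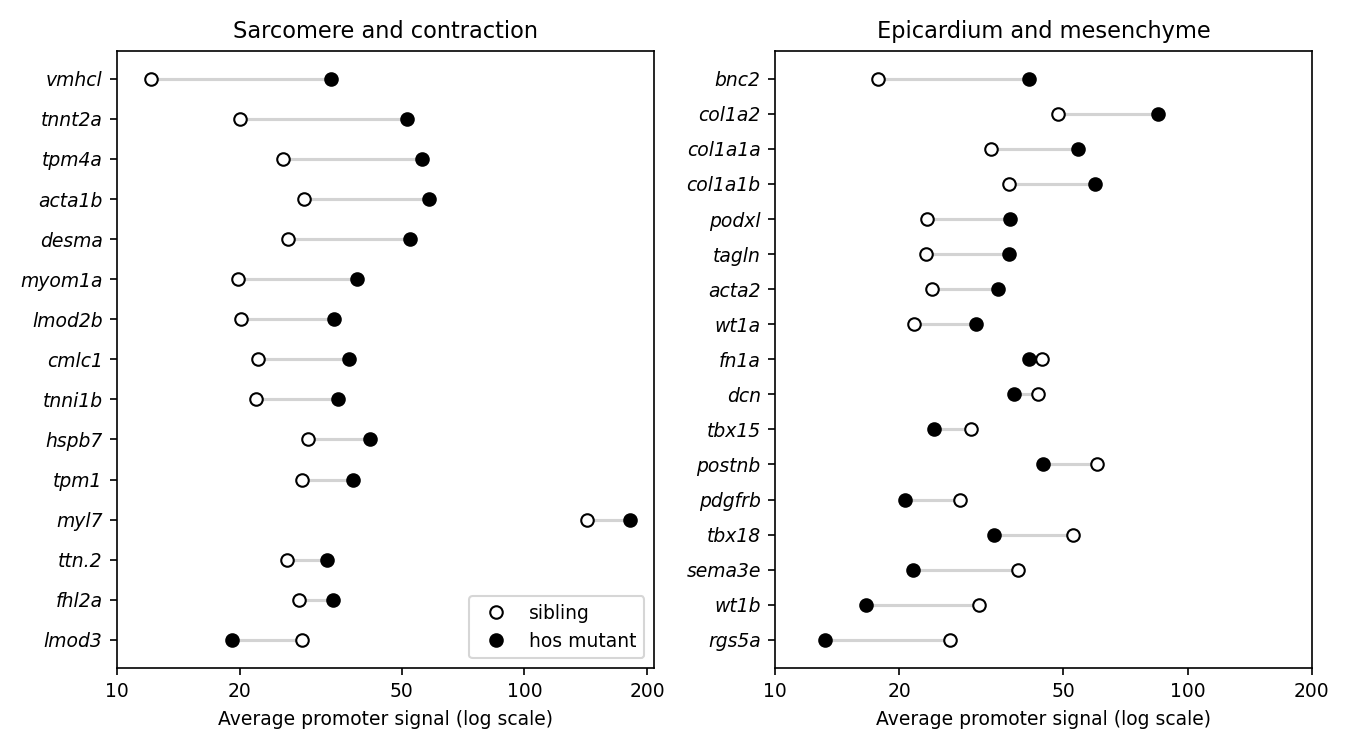
Average promoter signal, on a log axis, in the sibling library (open circles) and the *hos* mutant library (filled circles) for the 15 sarcomere genes and the 17 epicardium and mesenchyme genes with a promoter region, 1 library per genotype. Signal was higher in the mutant library at 14 of the 15 sarcomere promoters, and at 8 of the 17 epicardium and mesenchyme promoters.

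Other lists of heart genes, and the general lists of energy metabolism, did not follow. Cardiac transcription factors had a median of 0.25 over 35 promoters (percentile 52.2), although *nkx2.5*, an early cardiac homeobox gene, stood at 1.28 and *gata5* at 1.01. The *nkx2.5* promoter signal was 17.3 in the sibling and 43.3 in the mutant, with a called interval in the mutant only. The other *nkx2.5* regions had 0.25 and 0.66. At *gata5* (gene 30482) signal was 53.2 in the sibling and 108 in the mutant, a fold of 2.03 (1.63 to 2.54). The other *gata5* regions had 0.09 and 0.19. The lowest of this list were *irx1b* at -0.30 and *tbx5b* at -0.26. Calcium handling and ion channel genes had a median of 0.28 over 19 promoters (percentile 72.7), from *cacna1sa* at -0.75 and *kcnj3a* at -0.68 to *cx43.4* at 0.67 and *nppa* at 1.46. The *nppa* gene encodes a natriuretic peptide, and its promoter signal was 17 in the sibling and 48.7 in the mutant, a fold of 2.86 (1.73 to 4.77). Mitochondrial respiration genes had a median of 0.25 over 63 promoters (percentile 40.0), with *ndufs4* at -0.67, *sdha* at -0.48, *opa1* at 0.94 and *ppargc1b* at 0.96. Genes of the TCA cycle and fatty acid metabolism had 0.23 over 28 promoters (percentile 31.8).

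SWI/SNF genes, the complex that holds Smarce1, were the other list above matched lists. Their median was 0.37 over 36 promoters, at percentile 99.0 (middle 95% of matched lists 0.16 to 0.36), and 34 of the 36 were above 0. None reached a 2-fold difference. The highest were *arid1ab* at 0.78 and *dpf3* at 0.76 and the lowest *phf10* at -0.45 and *actl6b* at -0.15. Over all assigned regions the list stood at percentile 88.1.

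Promoters of other cell types differed by list. Epidermis, gut and liver genes had a median of 0.02 over 24 promoters, at percentile 0.39, and this list was also low over all assigned regions (percentile 2.26), though not with peak signal (percentile 4.26). Its members ranged from *cdh1* (E-cadherin) at -0.64 and *foxa2* at -0.35 to *cyt1* at 1.39 and *pdx1*, a pancreatic homeobox gene, at 1.55, and it shares *gata5* with the cardiac list. Epicardium and mesenchyme genes had a median of -0.10 over 17 promoters, at percentile 2.01, with 8 members above 0 and 9 below. The low members included the pericyte gene *rgs5a* at -0.96 and the epicardial transcription factor gene *wt1b* at -0.87, and the high members *col1a2*, a collagen gene, at 0.79 and *bnc2* at 1.17. This position was lost under other choices: the list was at percentile 7.83 with peak signal and at 8.47 with promoters within 2000 bp, and over all assigned regions it stood at percentile 47.1. Endocardium and endothelium genes had a median of 0.34 over 15 promoters (percentile 85.3), from *spock3* at -0.39 to *cdh5* (VE-cadherin) at 0.84. Blood and immune genes had 0.17 over 6 promoters (percentile 35.2), and neural and neural crest genes 0.31 over 20 (percentile 79.7). Skeletal muscle genes had -0.04 over 11 promoters (percentile 12.6), from the fast muscle genes *mylpfa* at -2.35 and *tnnt3b* at -1.36 to *six1b* at 0.61 and *pax3a* at 1.34, with 5 of the 11 above 0. The *mylpfa* value rests on a signal of 31.1 in the sibling and 5.29 in the mutant, and a region downstream of the gene had 0.43.

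The remaining lists lay within the range of matched lists, 3 of them not under every choice. Notch genes had a median of 0.36 over 24 promoters (percentile 95.3), led by the ligand genes *dll4* at 1.38 and *dla* at 0.87, and the list was at percentile 98.8 when the strongest region within 1000 bp stood for each gene. Bmp and Tgf-beta genes had 0.32 over 36 promoters (percentile 88.7), from *grem2b* at -1.05 to *smad3b* at 1.23. Growth factor genes had 0.31 over 33 (percentile 83.9), Hippo/Yap genes 0.22 over 22 (percentile 31.3), Hox genes 0.17 over 15 (percentile 38.0, and 2.48 when matched on the larger signal and the call), immediate early and stress genes 0.30 over 42 (percentile 81.0) and housekeeping genes 0.32 over 42 (percentile 90.9, and 97.8 in the authors' gene table). Over all assigned regions none of the 22 lists stood above matched lists, and of the 22 the epidermis, gut and liver list alone stood below.

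**Figure D3:**
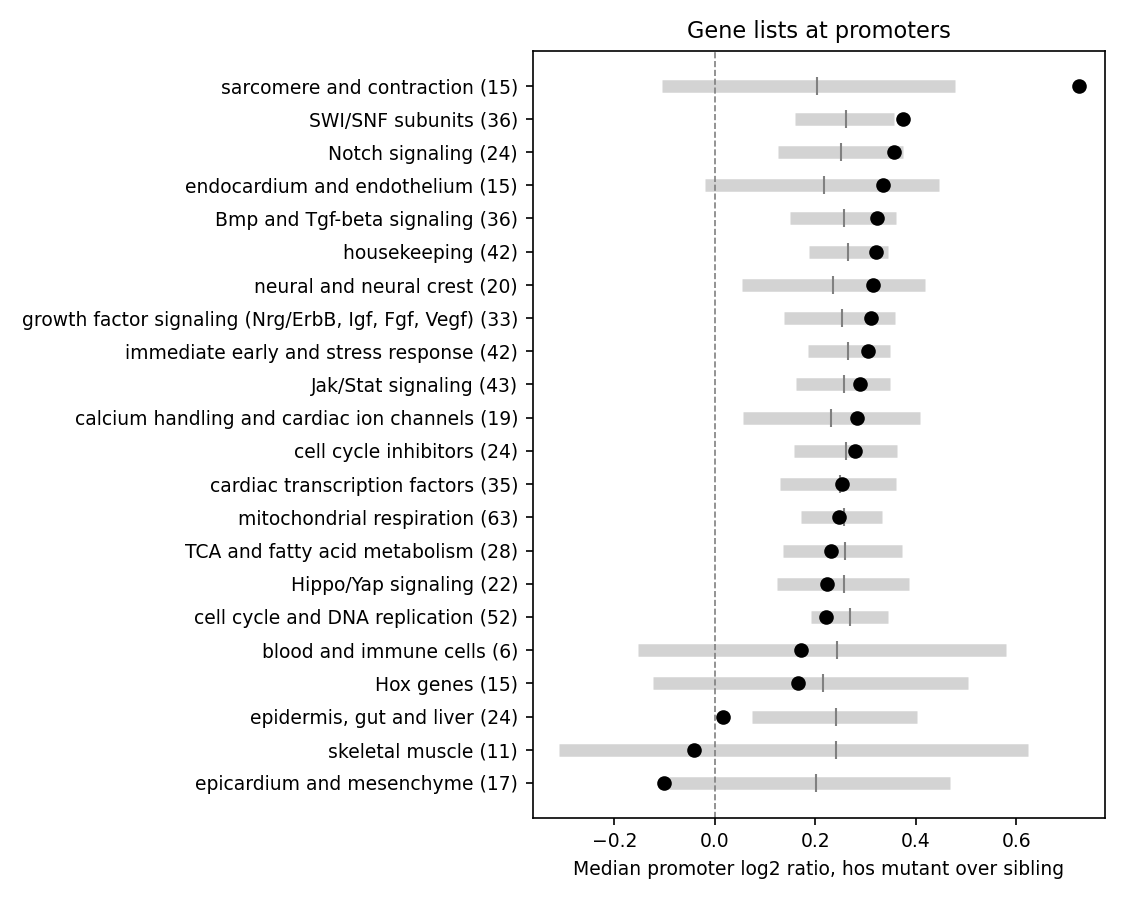
Median promoter log2 ratio of *hos* mutant over sibling for each of the 22 gene lists (points), with the number of measured promoters in parentheses, the median of 10000 random lists matched on size and signal (ticks) and their middle 95% (grey bars). The sarcomere list at 0.72 and the SWI/SNF list at 0.37 lie above their bars, and the epidermis, gut and liver list at 0.02 and the epicardium and mesenchyme list at -0.10 below theirs.

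Among promoters with strong signal in either library, the region with the highest ratio lay upstream of *gtf2f1* (gene 325832, chromosome 3, 33941470 to 33942126). This is a subunit gene of the general transcription factor TFIIF, and the region lies within 5 Mb of the *smarce1* start. Signal was 25 in the sibling and 96.0 in the mutant, a fold of 3.83 (2.97 to 5.05). Next came *pdx1* (chromosome 24, 21683998 to 21684363), with 20.8 and 63.1 and a fold of 3.03 (2.04 to 4.61). The other *pdx1* regions had log2 ratios between -0.16 and 0.28. Then came *cbr4*, *trmt10c*, *jade1*, *psmd10*, *dll4*, *slc43a2a*, *ribc1* and *sertad2b*, whose folds went from 2.85 down to 2.25. Of these, *pdx1*, *trmt10c*, *jade1*, *dll4* and *slc43a2a* had a called interval in the mutant library only. The ranked *psmd10* region lies 562 bp from the start, and the region nearest the start had a fold of 1.89. Of the promoter regions named here by rank, 4 also lie at the start of another gene: *cbr4* (si:ch211-191d2.2), *trmt10c* (*txnl4b*), *fam46ab* (*tgm1l3*) and *faap24* (*bmb*). The Notch ligand gene *dll4* (chromosome 20, 28244903 to 28245384) had 22.7 and 60.6, a fold of 2.67 (1.90 to 3.76). A region downstream of *dll4* had a log2 ratio of -0.32. The lowest lay at the start of *atp6ap1b* (chromosome 23, 26079276 to 26079684), a proton pump accessory gene, with 80.5 in the sibling and 39.8 in the mutant, 2.02-fold (1.51 to 2.7) lower in the mutant. Next was *nr1d1* (gene 494487, chromosome 3, 23488451 to 23488763), a repressor of the circadian clock, with 95.1 and 48.9, 1.95-fold (1.44 to 2.64) lower. The following *fuk*, *pdlim2*, *fam46ab*, *ihha*, *faap24*, *itga4*, *sgpp2* and *inpp5l* had log2 ratios from -0.93 to -0.68.

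Away from promoters, the region with the lowest ratio lay inside *cited4a* (chromosome 19, 15851267 to 15851476), a transcriptional coactivator gene, 4040 bp from its start. It had 64.3 in the sibling and 9.67 in the mutant, 6.65-fold (3.29 to 15.3) lower, while the *cited4a* promoter had 202 and 213. Regions inside *agap2* and *cux1a* followed, at -1.56 and -1.24. The highest were a region on chromosome 24 (2925379 to 2925652) downstream of LOC110438345 at 2.12, one inside *rbfox3b* at 1.90 and one upstream of *ptp4a2b* at 1.67. The files do not tell exons from introns.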

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

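No paired analysis was possible because each genotype had 1 library. Centring on the larger signal, matching on the larger signal and the call, leaving out *myl7*, and, for locations and lists, restriction to regions called in both libraries were chosen after seeing the data. Restricting to chromosomes 1 to 25 removes no region and was not run, nor were the motif alternatives and GC matching. The causes of the shifts given here were not tested. The median ratio above the floor (0.25) was 0.093 with the overall median set to 0, 0.021 and 0.0044 after lowess centring on mean and on the larger signal, 0.23 with a pseudocount of 5, 0.22 with peak signal, 0.15 with no floor, 0.29 with the floor at the 75th percentile and 0.24 in regions called in both libraries. The 423 higher and 234 lower regions became 200 and 382 with the median set to 0, 265 higher after lowess centring on mean signal, 189 and 401 on the larger signal, 246 and 142 with a pseudocount of 5, 1378 and 2005 with no floor, 97 and 17 with the higher floor, 3074 and 885 at 1.5-fold, 2 and 9 at 4-fold, and 101 and 34 in regions called in both. The gap between promoter and in-gene medians stayed above 0 in every setting run. It was 0.12 as reported, 0.0871 and 0.0746 after lowess centring on mean and on the larger signal, and 0.23 with no floor, and the in-gene median itself went to -0.044 and -0.053 under the 2 lowess centrings. Regions called in both libraries made up 90.6% above the floor, those of the sibling alone 3.63% and of the mutant alone 5.74%. With sharing defined by signal they were 64.8% for both and 16.7% for the mutant alone. The promoter share was 53.9% (sibling) and 54.1% (mutant) above the floor, and 41.7% and 44.6% within 2000 bp. The *smarce1* ratio stayed within its counting interval in all 5 settings.

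The sarcomere list stayed at or above percentile 99.77 in 12 of its 13 alternatives at promoters, and in the authors' gene table, which averages over all assigned regions, its median was 0.22 at percentile 79.7. The SWI/SNF and the epidermis, gut and liver lists stood apart in all 13. The number of lists standing low at promoters, 2, was 1 after lowess centring on mean signal, with peak signal, within 2000 bp and in the authors' gene table, where the epicardial list no longer did so, and 3 with matching on the larger signal and the call, where Hox genes joined at percentile 2.48. The number standing high, 2, was 3 under both lowess centrings and with the strongest region within 1000 bp, where Notch genes joined, and in the authors' gene table housekeeping genes stood high at percentile 97.8. Over all assigned regions the number standing low went from 1 to 0 with peak signal, where the epidermis, gut and liver list was at percentile 4.26. Over the 22 lists at promoters, 276 of 286 alternatives kept the list on its side of the limits. The counts of alternatives for lists include some that cannot move a percentile. Setting the overall median to 0 and the 1.5-fold limit leave it as it is by construction, and leaving out *myl7* bears on the sarcomere list only. For named regions, 570 of 590 values stayed within their counting interval. That says little for weak regions, whose interval is wide (0.05 to 0.42 for the *mylpfa* fold). Of the values outside their interval, *stat3* went to -0.060, *grem2b* to 0.21 and *tnnt3b* to 0.16 after lowess centring on mean signal. That curve is not informative for weak regions such as the latter 2: every region has a larger signal of at least 21.3, so a low mean goes with a large ratio by construction. The spread was wider at low signal: in the weakest of 10 signal groups the quartiles of the log2 ratio were -0.62 and 0.36, against 0.17 and 0.44 in the strongest.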

Other observations

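All tests below were chosen after the data were seen, and for the matching of the sarcomere list on interval calls the limits were set before its outcome was seen. Families of gene names were also looked at after the fact: of 28 families, promoters of 3 stood above matched lists and of 2 below, where about 1.4 would do so by chance. The families were taken by the beginning of the name, so a few members lie outside the function. Promoters of genes with names beginning trna, mostly tRNA genes, had a median log2 ratio of 0.40 over 48 regions (percentile 99.8). Only the region nearest a start was kept for each name, so gene copies that share a name are not counted apart. Names beginning psma to psmd, mostly proteasome genes but also *psmc3ip*, had 0.39 over 36 (percentile 99.0) and Sox genes 0.44 over 16 (percentile 98.6), with *sox9b* at 1.05 and *sox9a* at 0.95. Semaphorin promoters had 0.02 over 23 (percentile 0.54) and genes named krt -0.04 over 10 (percentile 0.82).

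The low value of *nr1d1* led to a look at circadian clock genes, chosen after it was seen. Their 28 promoters had a median of 0.16, below matched lists (percentile 0.46, middle 95% of matched lists 0.19 to 0.35). This percentile includes *nr1d1*, which prompted the look, and was not computed without it. Without *nr1d1*, at -0.95, the other 27 lay between -0.15 (*rorab*) and 0.55 (*tefb*), with a median of 0.18. The other 5 *nr1d1* regions lay between -0.23 and 0.25. Regions above the floor within 5 Mb of the *smarce1* start had a median of 0.33 (0.28 to 0.35, 253 regions) against 0.25 (0.22 to 0.27, 934 regions) on the rest of chromosome 3. Of 1018 windows of that size across the genome, 16 (1.57%) had a median as high. The windows were stepped by 1 Mb and held at least 100 regions each. They overlap, so this share is a description and no test. The *gtf2f1* region, with a fold of 3.83, and the weak *mylpfa* promoter, at -2.35, both lie within 5 Mb of the *smarce1* start. Their ratios go in opposite directions. Whether the pools of hearts differ in haplotype there was not tested.

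The higher signal at sarcomere promoters may have technical sources. A ratio that rises with signal was looked at by lowess centring on the larger signal. There the list's median of 0.66 was at percentile 100 of matched lists. The lists were already matched on mean signal, and the centring shifts a list and its matched lists together. This outcome therefore adds little to the main percentile. Interval calling near the threshold is argued against as the whole source. Among lists matched on the larger signal and on the call, the percentile was again 100. A larger share of cardiomyocytes in the mutant hearts stays open. The endocardium median exceeded the epicardium median by 0.44, outside the -0.34 to 0.39 of pairs of matched lists, but the epicardium members went both ways (8 above 0, 9 below), so this decides nothing. Genotype itself was not tested, with 1 library each.

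The gap between promoters and regions inside genes could come from the stronger signal of promoters or from calling near the threshold. Averaged over 10 groups by signal the gap was 0.14 (0.13 to 0.16, from 500 resamples of regions) against 0.23 unmatched, and among regions called in both libraries 0.072 (0.062 to 0.082) against 0.17, so neither alone accounts for all of it. The gap shrank with signal. Over all regions it was 0.17 in the weakest group, 0.23 in group 5, 0.064 in group 9 and 0.0007 in the strongest. Among regions called in both libraries it was -0.0034 in the strongest group. The averages therefore do not hold for the strongest regions. A difference in background between the libraries was not tested, since no values outside the regions were used here, and neither was genotype.

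On chromosome 4, 3 neighbouring regions at LOC110438638 (77555815 to 77561477) had 2.48, 2.79 and 2.99 times the sibling signal in the mutant library, found in a search for runs of regions with high ratios. The middle one has the highest shrunken log2 fold change in the authors' deposited table, 0.78, while 13 other regions in a window of 0.6 Mb around them had a median log2 ratio of 0.02. Counting error is argued against: the pooled fold was 2.80, and its lower bound at a level corrected for all regions above the floor was 2.35, above their upper quartile of 1.38. A copy number or haplotype difference between the pools of hearts cannot be told apart from a difference in accessibility, as the 3 ratios did not differ beyond counting error (chi-square p = 0.60) and no other region lies in the segment.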
